A study of Rattus norvegicus with 6 samples. Its data were reported in "Lysergic acid diethylamide induces increased signalling entropy in rats’ prefrontal cortex" (2021).

How the data were processed

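Expression was measured in the medial prefrontal cortex (mPFC) of male Sprague-Dawley rats 90 min after a single intraperitoneal injection of lysergic acid diethylamide (LSD, 1.0 mg/kg), a hallucinogenic serotonin receptor agonist, or of saline. The 6 Affymetrix rat genome arrays, an oligonucleotide platform that reads each transcript with sets of short probes, fall into 3 saline and 3 LSD arrays by their titles and treatment labels. Per the labels, 4 animals were treated per group and their tissue was pooled before RNA extraction, whereas the study describes the 3 arrays of a group as independent replicates, each a pool of a pair of rats, which 4 animals per group could not supply. Since these sources disagree, p-values are taken to measure only the spread between arrays, which may be technical.

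The deposited values are log2 values that the authors obtained with the rma function of the affy package, which corrects background, applies quantile normalization across arrays and summarises the probes of each set. The version was not given in the sources used here. The values ran from 2.1132 to 12.9222, and the median per array lay between 5.42883 and 5.44917. Quantile normalization forces nearly the same distribution on every array, so a change shared by most transcripts cannot be seen, and RMA compresses fold changes of dim probe sets. Arrays have no read depth, no detection calls were used, and their number limits the precision.

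The table held 8799 probe sets. After 59 control probe sets were left out, 8740 were tested. In the platform annotation 7006 of them had 1 gene symbol, 308 had several and 1426 had none. By gene ID, 6985 matched a table of RefSeq genes of the GRCr8 assembly, and the match changed 0 symbols. That table was used for names only, since the array files name no genome build, and no coordinates are given. For gene-level tests the probe set with the highest mean over the 6 arrays stood for its symbol, which is the rule in the study's methods. This gave 4736 genes, of which 1565 had several probe sets. Other probe sets are described for some of the named genes, and the value of any other gene is that of 1 probe set. A probe set whose name ends in _s_at can match several transcripts, so its signal cannot be assigned to its gene with certainty.

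Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Errors of log2 changes are standard errors of that fit and intervals are its 95% intervals. Gene lists were compared with all other genes by limma camera with a preset inter-gene correlation of 0.01, with adjustment over the 30 lists that had at least 5 measured members. They comprised 28 lists of pathways and cell type markers, and the genes the study lists as higher or lower after chronic LSD, which came from other rats. Camera with an estimated correlation and fry, a rotation test of a list on its own, were alternatives. Divergence between the arrays of a group was 1 minus the Pearson correlation over genes. The study used this measure for its chronically treated rats, and held that these arrays were too few to measure it reliably. Its signalling entropy, which the study based on either a protein interaction network or its own co-expression network, was not computed here. Shannon entropy of the linear values over genes, divided by its maximum, was computed in its place. Both were compared by a two-sided exact permutation of the 6 labels, which has 20 assignments and cannot give a p below 0.1.

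The tests, the lists, the alternatives named next and the rule for named genes were fixed before the data were examined. The rule named the measured genes of a list recalled from the earlier publication of this experiment, 6 genes that the study proposes as regulators (Tcf4 and Arnt) or that are tied to LSD action or plasticity (Tet1, Bdnf, Egr1 and Htr2a), the genes past the threshold and then those of lowest p up to 5 per direction, up to 4 members of lowest p per list, and at most 2 probe sets without a symbol per direction. The alternatives were other scalings between arrays, a filter on dim probe sets, an intensity trend with a robust prior, array weights, the replicate number as a block, other ways to combine the probe sets of a gene, an exact rank test, and leaving out each array. The script was tested on simulated data with 4736 genes, 200 of them changed, in 20 simulations. It recovered 69.8% of genes changed 1.5-fold and 92.8% of genes changed 2-fold, with a false share of 4.88%. These shares hold for 200 changed genes. With fewer changed genes the adjustment is stricter, so they do not give the power of the test on these arrays. A simulated 28-gene list shifted by 0.2 log2 was called in 20 of 20 simulations, and an unshifted list in 1. Both counts hold for the simulated lists only. On these arrays list members can vary together, with an estimated correlation of 0.174 for the striatal markers. The counts therefore give neither the power nor the rate of false calls of the list test here.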

Results

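Transcript levels in the mPFC were compared between rats given LSD and rats given saline, to learn which genes respond within 90 min of a single dose. Each group was read on 3 arrays. Correlations between pairs of arrays over 4736 genes ran from 0.985451 to 0.995487, and no pair was identical. Saline 1 stood apart from the rest, with 81 probe sets more than 1 log2 unit from the mean of the other 5 arrays, of which 73 were higher. In the other arrays this number lay between 2 and 21. Two-line sample descriptions name the opposite treatment in their second line from the one in their first line, their title and their treatment label. The titles and treatment labels were followed, and the other reading would turn every sign given here.

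A transcript of Gria3, which encodes the AMPA receptor subunit GluA3, was higher after LSD, and COX3, a mitochondrially encoded subunit of cytochrome c oxidase, was lower. Of 8740 probe sets, 6 passed an adjusted p of 0.05 in limma, 1 higher and 5 lower. This excess of lower calls was not kept above the median level (8 higher, 8 lower) or with array weights (21 higher, 21 lower), and was kept with an intensity trend and robust prior (7 higher, 13 lower). The Gria3 probe set X54656_at rose from 5.67 ± 0.036 to 6.73 ± 0.093 log2 units (SD, n = 3), a 2.09-fold difference (adjusted p = 0.0134). COX3 went from 11.86 ± 0.087 to 11.09 ± 0.014 log2 units (SD, n = 3), 1.70-fold lower after LSD (adjusted p = 0.0268). A probe set of Mapt, the gene of the microtubule-associated protein tau, was 1.59-fold lower (9.38 ± 0.026 against 8.71 ± 0.038, adjusted p = 0.0335). The remaining 3 carried no single symbol. The probe set rc_AA892248_g_at, without a symbol, differed by -0.79 log2 units. Ribosomal RNA genes are among the several genes named by rc_AA859372_s_at (log2 change -0.95) and rc_AA893870_g_at (-0.86). The groups did not overlap in any of these 6 probe sets.

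**Figure D1:**
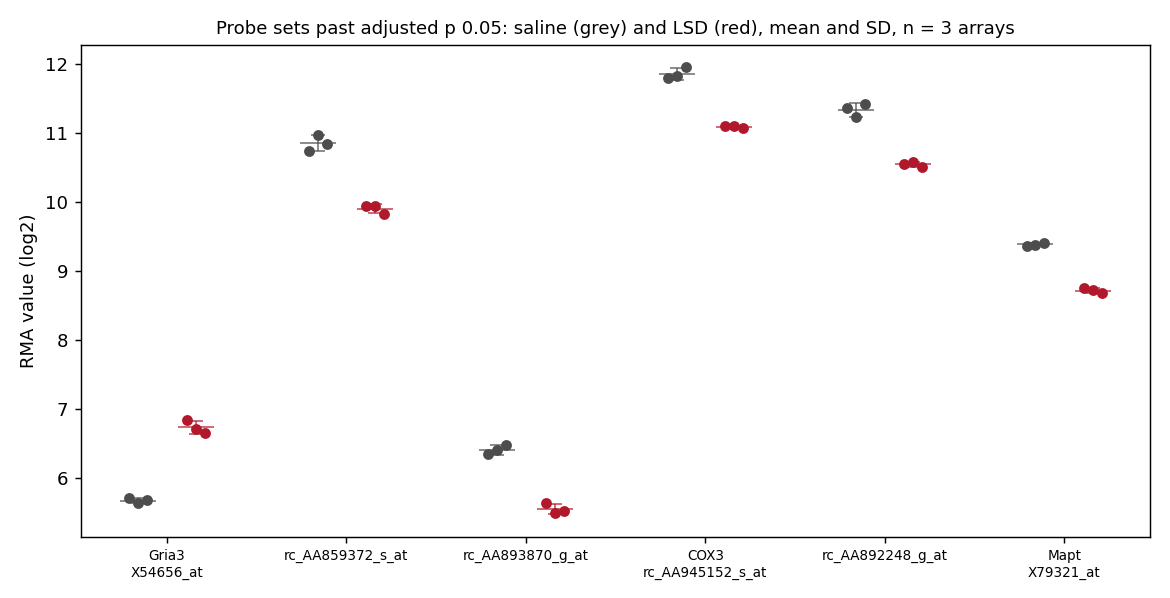
Log2 RMA values (vertical axis) of the 6 probe sets that passed the threshold, with 1 point per array, saline in grey and LSD in red, and bars for the mean and SD (n = 3). The Gria3 probe set is higher on all 3 LSD arrays and the other 5 are lower.

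Other probe sets of the same genes did not always follow. The second Gria3 probe set differed by 0.57 ± 0.10 log2 units (SE) in the same direction, without passing over all probe sets. Of the Mapt probe sets, the brightest differed by 0.29 log2 units in the opposite direction to the one that passed, and another by -0.03. Over the called genes and those of lowest p, 7 genes had 11 further probe sets, of which 7 had the same sign and 2 also an unadjusted limma p below 0.05. All 4 probe sets of mitochondrially encoded genes were nominally lower, with log2 changes from -0.79 to -0.07, and 5 of 6 that name a ribosomal RNA gene were nominally lower, with a range from -0.95 to 0.52. Both groups were gathered after most values had been seen, include called probe sets and were not tested as lists. An unadjusted limma p below 0.05 with a lower level was found for 3 of the 4 and 4 of the 6. Members other than the called ones did not pass over all probe sets. The probe set rc_AA892248_at of Sparc, which shares its sequence name with the unnamed probe set above, differed by -0.55 ± 0.10 log2 units (SE). The difference between the 3' and 5' probe sets of beta-actin, a measure of RNA integrity, was 0.787 ± 0.044 log2 units in saline and 0.687 ± 0.041 in LSD arrays (SD, n = 3), with no overlap (exact permutation p = 0.1, the smallest possible). For Gapdh it was 0.523 ± 0.043 and 0.492 ± 0.091 (SD, n = 3, exact permutation p = 0.7). An unadjusted p below 0.05 was found for 343 probe sets, where chance alone gives 437. Without Saline 1, 3 probe sets passed, and without any one of the other 5 arrays 0 passed.

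At the level of genes, 1 of 4736 passed in limma. It was COX3, lower by 0.77 on the log2 scale with an adjusted p of 0.0487. Lsamp, a neuronal cell adhesion molecule, differed by 0.72 ± 0.092 log2 units (SE) and Rpl19l4 by 0.89 ± 0.11, both with an adjusted p of 0.0684, and neither passed. Rpl19l4 is read by an _s_at probe set, which can match several transcripts or repeated sequence, so its value cannot be assigned to that gene with certainty. The probe sets of COX3, Ina and Penk and the gene-level probe set of Gria3 are of the same type. The next genes in the direction of higher levels were the neurofilament gene Ina (log2 change 0.53, adjusted p = 0.129), Gria3 (0.57, adjusted p = 0.319) and the sodium-calcium exchanger Slc24a2 (0.41, adjusted p = 0.590), none of which passed. The other Ina probe set differed by -0.03. In the direction of lower levels the next were Ttr, the thyroid hormone carrier transthyretin (-0.49, adjusted p = 0.319), the matrix protein gene Sparc (-0.55, adjusted p = 0.409), Penk, which encodes proenkephalin (-0.46, adjusted p = 0.534), and Kctd13 (-0.36, adjusted p = 0.845), and none passed. Both Ttr probe sets were lower, the second by -0.41. Among probe sets without a symbol, rc_H31692_at differed by 0.57, M13100cds#2_s_at by 0.43 and rc_AI014135_g_at by -0.75 without passing. An unadjusted p below 0.05 was found for 172 genes, where chance gives 236.8. Without Saline 1 it was found for 441 genes, and without any one of the other arrays for 133 to 201. The 2 groups did not overlap in 488 genes (10.3%, against 10% by chance), of which 330 were higher and 158 lower after LSD. The call of COX3 was lost, with 0 genes past the threshold, after another quantile normalization, after cyclic loess and without any 1 of the 6 arrays, while its log2 change stayed between -0.80 and -0.65 over the alternatives run. With the most variable probe set of each gene, Gria3 was the 1 gene to pass (adjusted p = 0.0122) and COX3 did not (adjusted p = 0.0588). With the mean of a gene's probe sets both passed (adjusted p = 0.0178). An intensity trend with a robust prior gave 6 genes and array weights gave 5, with COX3, Lsamp, Rpl19l4 and Ina in both.

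Immediate early genes, which neurons transcribe within minutes of stimulation, did not pass the test in either direction. Of 28 measured, 15 were nominally higher and 13 lower, with a median log2 change of 0.04, and 0 passed whether adjusted over all genes or adjusted over the list alone (camera adjusted p = 0.995). The 95% intervals of all 28 excluded a 1.5-fold rise on the RMA scale, which compresses folds of dim probe sets. The highest upper bound was 1.39-fold. Arc, which encodes a postsynaptic protein made at active synapses, differed by 0.23 ± 0.083 log2 units (SE, adjusted p = 0.971), with all 3 LSD arrays above all saline arrays. Egr2 differed by -0.29 ± 0.12, Klf4 by -0.20 and Ccn1 by 0.17. Fos was at 7.10 ± 0.033 log2 units in saline and 7.18 ± 0.018 in LSD arrays (SD, n = 3), and its 2 other probe sets differed by -0.02 and -0.20. Like Arc, Fos and Ccn1 did not overlap between the groups, with LSD higher. No gene of the list separated with LSD lower.

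**Figure D2:**
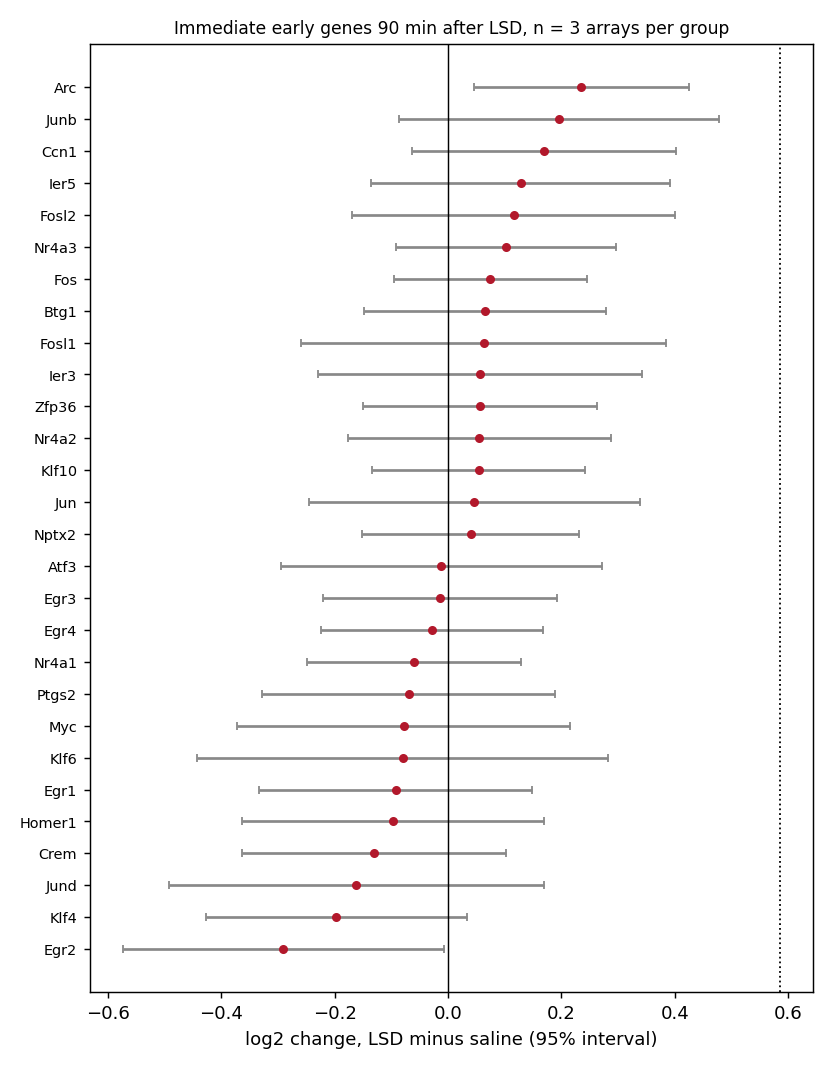
Log2 change from saline to LSD (horizontal axis) of 28 immediate early genes, with points for the estimate and bars for the 95% interval (n = 3 arrays per group). The dotted line marks a 1.5-fold rise, which lies above the upper bound of each gene.

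Genes recalled from the earlier publication of the same experiment are not independent evidence, since they were chosen on this experiment. Of 12 measured, 6 were higher and 6 lower, and 0 passed over all genes or adjusted over the list alone (camera adjusted p = 0.995). Beyond Arc, Egr2 and Fos, the log2 changes were 0.15 for the MAP kinase phosphatase Dusp1, 0.10 for Nr4a3, 0.05 for Cebpb and 0.02 for Sgk1, and -0.17 for Nfkbia, -0.10 for Homer1, -0.09 for Egr1, -0.06 for Nr4a1 and -0.01 for Egr3. Of these, Dusp1, Nr4a3, Cebpb, Egr1 and Nr4a1 each had 1 further probe set of the opposite sign, at -0.03, -0.04, -0.08, 0.04 and 0.04, and Homer1 had 2, at 0.11 and 0.03. Larger values of the same sign came from further probe sets of Nfkbia (-0.47), Homer1 (-0.24 and -0.21), Dusp1 (0.18) and Egr1 (-0.15). The groups did not overlap for the Nfkbia probe set and the second of these for Homer1, with unadjusted limma p of 0.0410 and 0.0442 and an adjusted p of 0.981 over all probe sets for both. Among the probe sets that stand for the listed genes, the groups did not overlap for Arc, Dusp1 and Fos, with LSD higher. The same held for Nfkbia, with LSD lower. Of 2 regulators the study proposes and 4 further genes tied to LSD action or plasticity, 5 were measured and 0 passed. The proposed regulators Tcf4 and Arnt differed by 0.15 ± 0.11 and 0.01 ± 0.15 log2 units (SE), the neurotrophin Bdnf by -0.15 ± 0.077 and the serotonin 2A receptor gene Htr2a by -0.19 ± 0.10. Leaving out 1 array moved Tcf4 between 0.08 (without LSD 1) and 0.27 (without LSD 3). Arnt moved between -0.16 (without Saline 1) and 0.14 (without Saline 3). Htr2a moved between -0.26 (without LSD 3) and -0.10 (without LSD 1). Further probe sets of Bdnf ranged from -0.31 to 0.24, and the other Arnt probe set differed by -0.09.

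Markers of the striatum were lower after LSD as a group. This was the only list of 30 to pass in camera with the preset correlation, and it did not pass with an estimated correlation. Of 17 measured members 13 were lower and 4 higher, with a median log2 change of -0.11 (adjusted p = 0.00136). Without LSD 1 the median was -0.037, with an adjusted p of 0.0261. The mean deviation of the members on each array overlapped between the groups, with Saline 1 (-0.016) below LSD 3 (-0.0087). With an estimated correlation of 0.174 between members the call was lost, at an adjusted p = 0.759, and fry, which tests the list on its own, gave an adjusted p of 0.433. Penk differed by -0.46 ± 0.092 log2 units (SE), and Arpp21, which encodes a dopamine-regulated phosphoprotein, by -0.36 ± 0.097. These 2 passed when adjusted over the list alone and 0 passed over all genes. Without them the list's adjusted p was 0.113, a test chosen after seeing the data. Tac1, the substance P precursor, differed by -0.32 ± 0.13 and the signalling regulator Rgs9 by -0.18 ± 0.087, and neither passed.

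**Figure D3:**
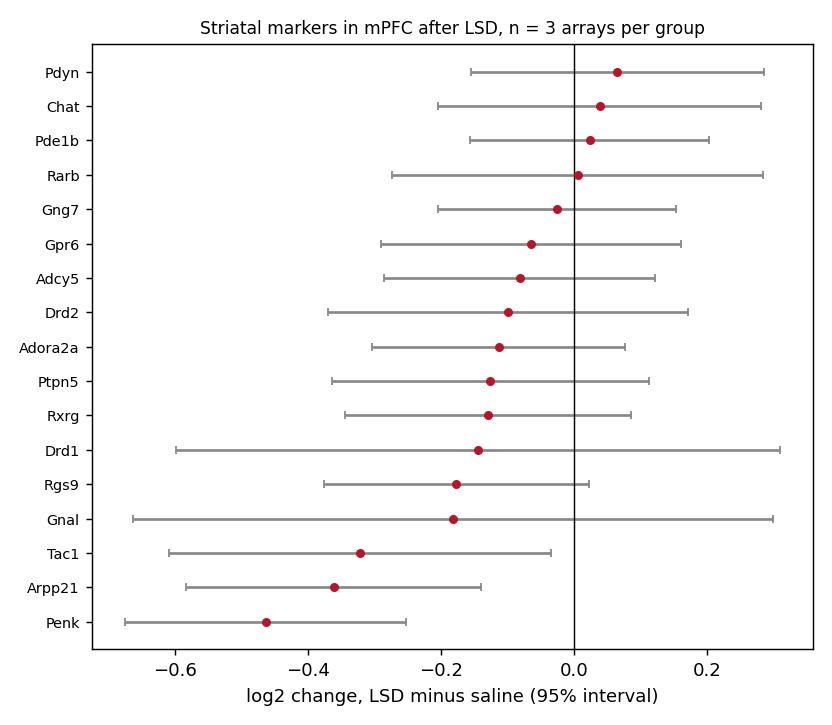
Log2 change from saline to LSD (horizontal axis) of 17 striatal marker genes, with points for the estimate and bars for the 95% interval (n = 3 arrays per group). In 13 of them the estimate is below 0.

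Genes of neuronal transmission did not pass as groups. Glutamate receptors had 10 of 23 members higher (adjusted p = 0.405), and Gria3 passed adjusted over the list alone. Grik1 differed by -0.21, Grin2c by -0.16 and Grm6 by -0.23. Serotonin and monoamine genes had 25 of 34 members lower (adjusted p = 0.113), among them Htr2a, Ddc (-0.14), Slc6a2 (-0.14) and Tph1 (-0.24). This list passed in camera without Saline 2, Saline 3 or LSD 3 (adjusted p = 0.0290, 0.0359 and 0.0132), while the adjusted p was 0.759 with an estimated correlation over all arrays. GABA signalling genes had 14 of 22 lower (adjusted p = 0.592), with Gabra2 at 0.22, Gphn at 0.25 and Gad1 at -0.20. Voltage-gated channels had 25 of 43 higher (adjusted p = 0.995), with Cacnb2 at 0.22 and Cacnb3 at -0.20. Synaptic vesicle transport genes had 34 of 60 higher (adjusted p = 0.775), with Syt4 at 0.30 ± 0.075, Syt1 at 0.33 ± 0.087 and Synj2 at -0.33 ± 0.098 (SE). Neurotrophin and plasticity genes had 24 of 49 higher (adjusted p = 0.995), with Nptx1 at 0.27 and Camk2d at -0.28.

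Signalling and housekeeping lists likewise stayed short of the threshold. GTP-binding proteins had 33 of 58 members higher (adjusted p = 0.690), led by Rab2a (0.32) and Arl1 (0.26). MAPK phosphatases and RGS proteins had 5 of 12 higher (adjusted p = 0.995), with Rgs1 at 0.35 and Rgs12 at -0.20. Glucocorticoid-responsive genes had 8 of 13 higher (adjusted p = 0.995), with Klf9 at -0.22 and Lcn2 at 0.17. Circadian clock genes had 8 of 13 higher (adjusted p = 0.592), with Dbp at 0.28 ± 0.081 and Nr1d2 at 0.26 ± 0.096 (SE). Chromatin modification genes had 12 of 17 higher (adjusted p = 0.315), with Hdac2 at 0.19 and Cbx5 at 0.19. Oxidative phosphorylation genes, which here are nuclear genes, had 23 of 44 higher (adjusted p = 0.995), with Cyc1 at 0.39 ± 0.11 and Ndufa4 at 0.24. Ribosomal protein genes had 24 of 41 higher (adjusted p = 0.532), with Rpl3 at -0.34 ± 0.082 (SE). The 1 member past the threshold adjusted over the list alone was Rpl19l4, whose signal is uncertain as stated above. Fry's test for change in either direction, which a few members can carry, gave a mixed adjusted p of 0.000438 for this list. Heat shock and protein folding genes had 15 of 27 lower (adjusted p = 0.775), with Hspa4 at -0.32 and Hspb1 at 0.24.

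Markers of other cell types were examined because a dissected sample can hold varying shares of each. Astrocyte markers had 12 of 18 lower (adjusted p = 0.286), with Cst3 at -0.27, Slc1a3 at -0.25 and Aqp4 at 0.41. Oligodendrocyte markers had 11 of 17 higher (adjusted p = 0.592), microglia markers 10 of 16 higher (adjusted p = 0.592), and endothelial and mural markers 10 of 21 higher (adjusted p = 0.995). Excitatory neuron markers had 6 of 9 higher (adjusted p = 0.775) and inhibitory neuron markers 11 of 16 lower (adjusted p = 0.637), with Pvalb at 0.19 and Gad2 at -0.13. Choroid plexus and meninges markers had 10 of 17 lower (adjusted p = 0.667), with Igf2 at -0.24 and Enpp2 at -0.41 beside Ttr, which passed adjusted over the list alone. Blood cell markers had 4 of 6 lower (adjusted p = 0.728), and hypothalamus and olfactory markers 8 of 15 higher (adjusted p = 0.789), although their mean and test leaned lower. Median, mean and test also differed in sign for the earlier LSD genes, MAPK phosphatases and RGS proteins, neurotrophin and plasticity genes, voltage-gated channels, oxidative phosphorylation genes and extracellular matrix genes. Extracellular matrix genes had 20 of 40 higher (adjusted p = 0.995), and Sparc passed adjusted over the list alone. Immune and inflammatory genes had 32 of 48 lower (adjusted p = 0.161), with Il6st at -0.28 and Cd74 at 0.26, and passed (adjusted p = 0.0499) with the mean of a gene's probe sets. With an estimated correlation and 1 probe set per gene their adjusted p was 0.759. Fry's test for change in either direction gave a mixed adjusted p of 0.00133 for choroid plexus and meninges, 0.0351 for astrocyte and 0.0383 for excitatory neuron markers.

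Genes the study lists as changed after chronic LSD in other rats did not pass as groups after a single dose. Of 336 measured genes higher after chronic treatment, 198 were higher and 138 lower here, with a median log2 change of 0.03 (camera adjusted p = 0.583). Of 487 lower after chronic treatment, 242 were higher and 245 lower here, with a median of -0.0017 (adjusted p = 0.775). No member passed in limma, over all genes or adjusted over the list alone. Gria3, Dlg1 (0.39), Acsl4 (0.30) and Slc16a7 (0.49) had the lowest p in the first list. In the second these were Kctd13, Lamp1 (-0.30), Cyc1 and Actb (-0.32).

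Divergence within groups and expression entropy address whether a dose makes transcription more varied. Divergence between arrays was 0.0109 ± 0.0055 in saline and 0.00812 ± 0.0030 in LSD (SD over 3 pairs), which differed by less than the spread (exact permutation p = 0.7). It turned to a higher value in LSD by 0.00361 without Saline 1. Expression entropy was 0.8903 ± 0.00057 of its maximum in saline and 0.8924 ± 0.00048 in LSD arrays (SD, n = 3), with all 3 LSD arrays above all saline arrays (exact permutation p = 0.1, the smallest this design allows). Quantile normalization largely fixes this measure. Applied again to the deposited values, it turned the difference from 0.00215 to -0.00143, again with an exact permutation p of 0.1. The difference was 0.00443 over all probe sets, 2.87e-05 for log2 values (exact permutation p = 0.7) and, in a test chosen after seeing the data, 0.000742 without the 50 brightest genes (exact permutation p = 0.5).

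**Figure D4:**
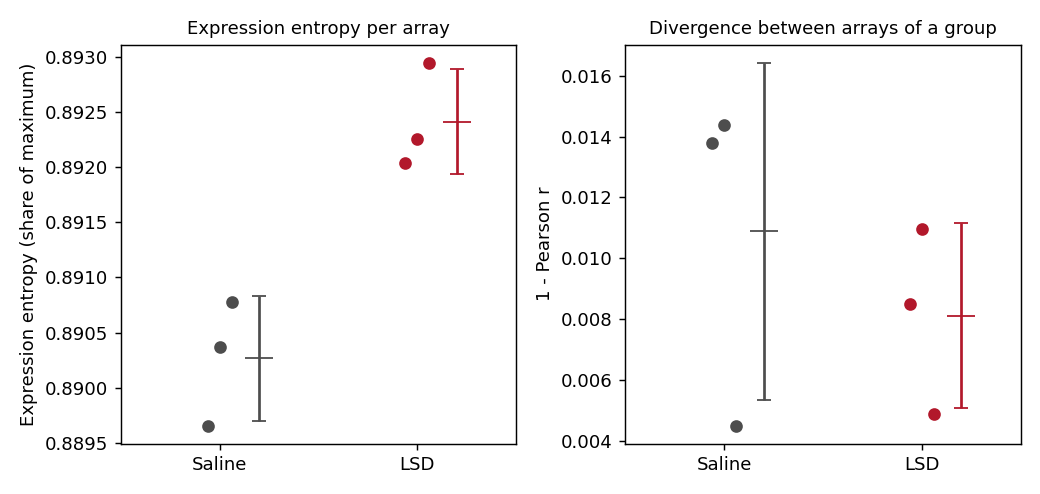
Expression entropy of each array as a share of its maximum (left) and 1 minus Pearson r for each pair of arrays of a group (right), saline in grey and LSD in red, with the mean and SD beside the points. Neither vertical axis starts at 0. The 3 LSD arrays lie above the 3 saline arrays in entropy, and the divergence of the groups overlaps.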

Values the study reported

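For the array data collected 90 min after LSD, the study gave a sample size of N = 3 per group. It described no significant difference for the co-expression modules in these arrays, and a tendency of signalling entropy to be higher after LSD that did not reach significance. It gave no divergence between samples for these arrays, which it held to be too few for a reliable measure. Its main data, from chronically treated rats, had 10 samples per group.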

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

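Array weights in camera, the striatal list without Penk and Arpp21, and entropy without the 50 brightest genes were chosen after seeing the data. The number of genes past the threshold, 1 with the main settings, was 0 after another quantile normalization or cyclic loess, 4 above the median level or with the mean of a gene's probe sets, 6 with an intensity trend and robust prior, 5 with array weights, and 0 without any one array. The number of probe sets, 6 with the main settings, was 16 above the median level, 20 with the trend and robust prior, 42 with array weights, and 0 to 3 without 1 array. All 6 were among the 16, the 20 and the 42. The filter tests fewer probe sets, leaving out an array removes a degree of freedom, and the cause of the other moves was not tested. The exact rank test cannot pass 0.05 here, and counts 906 probe sets and 488 genes without overlap, where chance gives 10%. Lists past the threshold numbered 0 with an estimated correlation or fry's test for 1 direction, 2 with the mean of a gene's probe sets, and 1 to 2 without 1 array, where serotonin and monoamine genes joined the striatal list. For the striatal list the adjusted p was 0.759 with an estimated correlation, 0.433 with fry and 0.113 without Penk and Arpp21, and 0.000457 to 0.0359 without 1 array. The divergence difference ran from -0.00624 to 0.00361 without 1 array, and was 7.16e-05 without LSD 2. The entropy difference was -0.00143 after another quantile normalization, where the cause was not tested, 0.00443 over all probe sets, 0.00227 above the median level, 2.87e-05 for log2 values, 0.000742 without the 50 brightest genes, and 0.00184 to 0.00240 without 1 array. Tcf4, Arnt, Bdnf, Egr1, Htr2a and both chronic lists kept their side of the threshold in all alternatives run. Among named genes, 20 of 384 comparisons with a setting changed sign, none of them past the threshold. Dim probe sets, whose log2 values RMA compresses, limit what these arrays can show.

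The replicate block gave 0 probe sets and 0 genes, with 132 genes at an unadjusted p below 0.05 against 172 without it. Replicate numbers are shared by the groups, but the deviations of same-numbered arrays correlated at -0.02, -0.23 and 0.15, and only LSD 3 correlated best with its own number, so the arrays share only a number. The block left the striatal list past the threshold in camera with the preset correlation (adjusted p = 0.00155). With an estimated correlation and no block this list did not pass (camera adjusted p = 0.759).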

Other observations

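The test of D1-type and D2-type markers and that of the brightness of immediate early genes were chosen after the results they bear on had been seen, whereas the estimated correlation had been fixed before the data were examined and was set against the striatal result after that result had been seen. In 10 splits of the 6 arrays into 3 and 3, the real split, 1 of 10, was the one with as many as 6 probe sets, and the highest other count was 0. For genes the real count was 1, the highest other 0, and the number of splits with as many was 1. For gene lists the real count was 1, the highest other 4, and 4 of the 10 splits gave as many. These 10 splits are too few for a share below 0.05.

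Immediate early genes without a rise are a pattern that a biologist may want to follow up, since LSD acts on cortical serotonin receptors. The study's introduction states that such genes were reported as over-expressed in rodents given psychedelics. It cites the earlier publication of this experiment among the array work that extended those reports. The lack of a rise here differs from that account. Leaving out 1 array moved the list's median log2 change by -0.045 at most, and no array raised it. This argues against a single mislabelled array that hid a rise shared by most of the list. A median does not show a rise of a few members, so for those a mislabelled array stays open. With all labels turned, as in the second line of the sample descriptions, a 1.5-fold rise would still be narrowly excluded for the probe set that stands for each gene. The lowest of these 28 lower bounds was 0.672-fold (Egr2). It would not be excluded for every other probe set, since the lower bound of the Fos probe set X06769cds_at was 0.600-fold. Probe sets too dim to show a rise stay open. The list's median level lay at percentile 59.4 of all genes, but levels of different probe sets depend on their probes and do not decide this, and a difference in time course or dissection was not tested.

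Lower striatal markers after LSD may reflect members that vary together between arrays, since the unadjusted p of the list was 0.0865 with an estimated correlation. With the preset correlation, the split of Saline 1, LSD 1 and LSD 2 from the other arrays gave an unadjusted camera p of 0.00222. The real split gave 4.53e-05. Less striatal tissue in the LSD pools is a second candidate explanation. The median log2 change was -0.14 for markers of D1-type neurons (Drd1, Tac1 and Pdyn) and -0.11 for those of D2-type neurons (Penk, Drd2 and Adora2a), and Pdyn, at 0.07, went the other way. With 3 markers of each type this cannot be told apart from a response of the tissue to LSD, which stays open and untested. Cortical neurons also express several of these markers, Penk and Pdyn among them.

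Saline 1 stands apart in the 81 probe sets counted in the report, led, among those with a symbol, by Top2a (3.89 log2 units above the mean of the other arrays), Cyp2c12 (3.21), Dpyd (3.03) and Cat (2.90). RNA of liver is argued against, since 19 abundant liver transcripts deviated by a median of 0.138 log2 units (95% interval -0.21 to 0.20), with Alb at 0.14 and Ttr, which choroid plexus also makes, at 0.41. A local defect of the array or its image may account for part of it. Of 17 probe sets more than 1 log2 unit higher that had a twin for the same sequence, 7 twins (41.2%) were more than 0.5 log2 units higher too, and 2 of 15 antisense control probe sets, both for spike-in transcripts (BioB and Cre), were among the high ones. Beyond RNA of liver, no biological explanation was tested.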
